# Loss of ULK1 Attenuates Cholesterogenic Gene Expression in Mammalian Hepatic Cells

**DOI:** 10.3389/fcell.2020.523550

**Published:** 2020-09-30

**Authors:** Sangam Rajak, Liliana F. Iannucci, Jin Zhou, B. Anjum, Nelson George, Brijesh K. Singh, Sujoy Ghosh, Paul M. Yen, Rohit A. Sinha

**Keywords:** ULK1, mevalonate pathway, cholesterogenesis, SREBF2, FOXO3A transcription factor

## Abstract

The hepatic mevalonate (MVA) pathway, responsible for cholesterol biosynthesis, is a therapeutically important metabolic pathway in clinical medicine. Using an unbiased transcriptomics approach, we uncover a novel role of Unc-51 like autophagy activating kinase 1 (ULK1) in regulating the expression of the hepatic *de novo* cholesterol biosynthesis/MVA pathway genes. Genetic silencing of ULK1 in non-starved mouse (AML-12) and human (HepG2) hepatic cells as well as in mouse liver followed by transcriptome and pathway analysis revealed that the loss of ULK1 expression led to significant down-regulation of genes involved in the MVA/cholesterol biosynthesis pathway. At a mechanistic level, loss of ULK1 led to decreased expression of SREBF2/SREBP2 (sterol regulatory element binding factor 2) via its effects on AKT-FOXO3a signaling and repression of SREBF2 target genes in the MVA pathway. Our findings, therefore, discover ULK1 as a novel regulator of cholesterol biosynthesis and a possible druggable target for controlling cholesterol-associated pathologies.

## Introduction

Cholesterol, at the physiological level, serves as a major constituent of cellular membranes and a precursor for bile and steroid hormone synthesis (Tabas, 2002). However, the pathological increase in cholesterol levels has been attributed as a leading cause of several cardiovascular and metabolic disorders (Tabas, 2002). Cholesterol can be synthesized *de novo* via the mevalonate (MVA) pathway in liver, and may also be obtained from food sources (Ye and Debose-Boyd, 2011). Interestingly, it is the endogenous synthesis of cholesterol within liver, via the MVA pathway, which has been more closely linked to the development of cardiovascular complications (Ye and Debose-Boyd, 2011). Not surprisingly, statins, which target the endogenous cholesterol/MVA biosynthesis pathways, have been very successful in countering hypercholesterolemia. However, despite the successful use of statin therapy in most of the patients, either alone or in combination with other agents, some individuals may not respond positively to statins (Reiner, 2014). This crisis warrants initiatives to discover novel alternatives and adjunct therapies to counter hypercholesterolemia. While it has been studied mostly in relation to its role in cholesterol synthesis and cardiovascular diseases, the MVA pathway has become a potential therapeutic target for several cancers, autoimmune disorders, atherosclerosis, fatty liver, and Alzheimer’s disease (Buhaescu and Izzedine, 2007).

Unc-51 like autophagy activating kinase 1 (ULK1) is a proximal protein involved in mammalian autophagic signaling (Lin and Hurley, 2016). It is the only autophagy protein, which possess a kinase activity and triggers autophagy in response to both energy and nutrient depletion (Lin and Hurley, 2016). ULK1 phosphorylates several other autophagy proteins such as ATG13 and Beclin to initiate cellular autophagy (Lin and Hurley, 2016). Besides general autophagy, ULK1 also regulates selective autophagic processes such as mitophagy (Sinha et al., 2015). Interestingly, several non-autophagic roles of ULK1 have been recently uncovered, which include involvement in interferon signaling, ER-to–Golgi cargo transport, glycolysis, and immune response (Konno et al., 2013; Joo et al., 2016; Joshi et al., 2016; Li et al., 2016). In this line of evidence, we had recently demonstrated an autophagy-independent action of ULK1 in regulating the transcriptional activity of nuclear receptors involved in hepatic lipid metabolism (Sinha et al., 2017). Owing to its kinase activity and druggability, new inhibitors for ULK1 have been recently developed (Egan et al., 2015), however, their use in metabolic diseases has not been tested.

In this study, we examined the signaling pathways that are regulated by ULK1 using transcriptomics, followed by pathway analysis during the non-starved (basal) state.

Our results uncover a novel role of ULK1 in regulating the expression of genes involved in hepatic MVA/cholesterol biosynthesis pathway via the AKT-FOXO3a (forkhead box O3a) mediated regulation of sterol regulatory element binding factor 2 (SREBF2).

## Results

### Genetic and Pharmacological Inhibition of ULK1 Inhibits the Expression of MVA/Cholesterogenic Genes in Mouse AML-12 Cells

To identify the signaling pathways affected by ULK1 during nutrient-rich conditions, we silenced *Ulk1* gene in mouse hepatocyte cell line AML-12 using siRNA under non-starved conditions. 

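AML12 cells, a mouse hepatocyte line, were compared after transfection with a negative control siRNA or with *Ulk1* siRNA (10 nM for 72 h). *Ulk1*, which encodes the kinase targeted by the siRNA, had a log2 expression of 7.47 on the control array and 7.06 on the *Ulk1* siRNA array. The difference of -0.40 left 75.6% of the control signal and stood at the 6.1 percentile of the 1000 genes nearest to *Ulk1* in level. Its paralog *Ulk2* had a log2 difference of 0.16. These are RNA values, whereas the paper shows the knockdown as protein by immunoblot. The methods state that arrays were run on a pool of 4 samples, taken here as 1 pool for each array. There was 1 Mouse Gene ST array per condition, so there are no replicates, and differences between the arrays carry no error and no p-value. The values are the log2 expression that the authors deposited after robust multi-array average (RMA) processing with quantile normalization. Probe sets with 1 gene symbol were collapsed to 22180 genes, and 11437 genes passed a level filter, being at or above the median of the genes on the array where they were higher. All differences are *Ulk1* siRNA minus control, and a gene was counted as higher or lower when it differed by at least 1 log2.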

After confirming knockdown (KD) efficiency of *Ulk1* siRNA (Figure 1A) we performed a microarray analysis of the samples followed by pathway analysis (Supplementary Table S1). 

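Cholesterol biosynthesis genes were lower as a group in AML12 cells with *Ulk1* siRNA. Of the 17 genes of the Reactome cholesterol biosynthesis set that were measured, 16 were below the control value, and 8 of these were lower by at least 1 log2. The median log2 difference of the set was -0.95, or 0.517 of the control level. The lowest values were those of *Cyp51*, a sterol demethylase, at -1.44, *Lss*, which forms lanosterol, at -1.41, and *Fdps*, which makes farnesyl diphosphate, at -1.36. *Nsdhl*, a sterol dehydrogenase, had a log2 difference of -1.22, *Sqle*, which oxidizes squalene, of -1.17, and *Hmgcs1*, the synthase at the entry of the mevalonate pathway, of -1.03. *Mvd* and *Dhcr7* both had a log2 difference of -1.16.

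**Figure D1:**
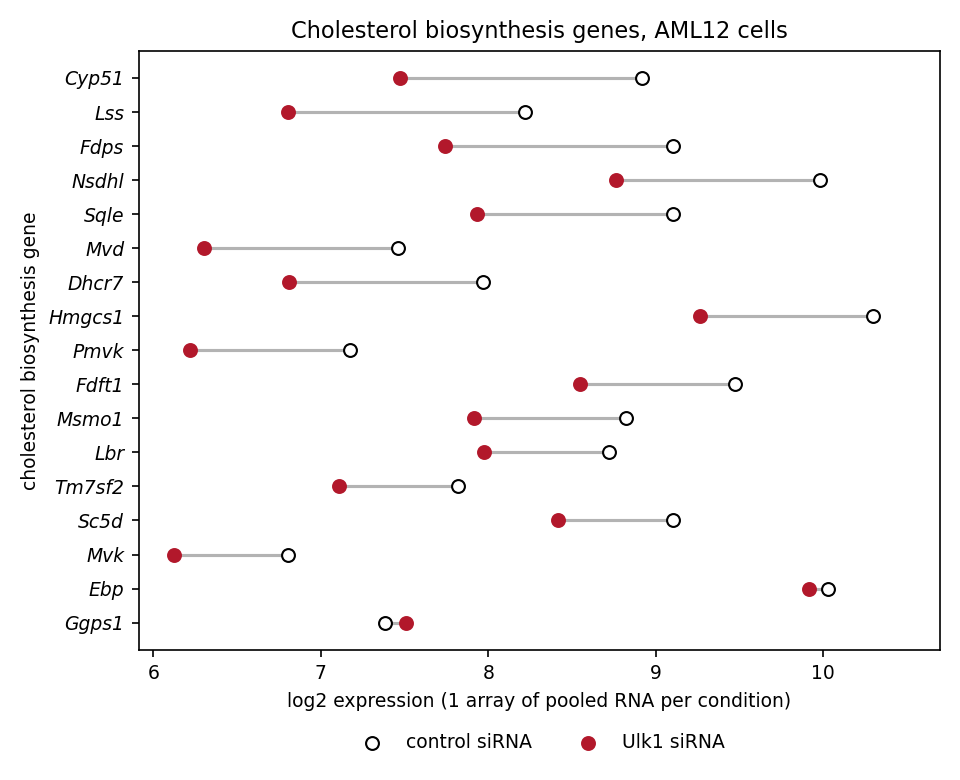
Log2 expression of the 17 measured cholesterol biosynthesis genes in AML12 cells. Open circles show the control siRNA array and filled circles the *Ulk1* siRNA array, with 1 array of pooled RNA per condition, and genes are ordered by their difference. *Ggps1* is the only gene whose filled circle lies to the right of its open circle.

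Both parts of the pathway were lower. The 6 genes from acetyl-CoA to farnesyl and geranylgeranyl diphosphate had a median of -0.99, and the 11 genes from squalene on had a median of -0.93. The 2 genes with the smallest differences were *Ebp*, a sterol isomerase, at -0.12, and *Ggps1*, which makes geranylgeranyl diphosphate on a branch leading away from sterols, at 0.13. In levels, *Hmgcs1* went from 10.30 to 9.26 and *Cyp51* from 8.92 to 7.47. The median of the set was below those of all 10000 random lists of 17 genes matched on level. Ranked among the 11437 genes, the set had an enrichment score of -0.959 and a normalized score of -2.63. The other genes of the set of 19 were not analysed here, and the percentile among random lists describes these arrays only.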

Our results showed significant down-regulation of the cholesterol biosynthesis pathway upon loss of ULK1 using the Reactome pathway database (Figure 1B and Supplementary Table S1). Besides the regulation of cholesterol biosynthesis, other closely related pathways such as steroid, terpenoid and triglyceride biosynthesis pathways were also downregulated upon *Ulk1* silencing (Supplementary Table S1).

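Steroid, terpenoid and triglyceride synthesis were examined in AML12 cells with gene lists fixed here, which need not hold the genes of the paper's pathways. The 12 steroid biosynthesis genes past the level filter had a median log2 difference of -0.92, with 5 lower by at least 1 log2, and the 9 terpenoid backbone genes had a median of -0.68, with 3 lower by that size. These lists share genes with the cholesterol set. The 2 steroid genes outside it were *Hsd17b7*, a sterol reductase, at -0.86, and *Lipa*, the lysosomal acid lipase, at 0.48, and the 3 terpenoid genes outside it had a median of -0.17. Of the 15 triglyceride synthesis genes of the list, 11 were above the control value and none differed by 1 log2. Their median was 0.10, at the 89.2 percentile of matched random lists. *Dgat2*, which adds the last acyl chain, had a log2 difference of 0.51, and *Acsl5*, which activates fatty acids, of -0.55.
Fatty acid synthesis genes, a list that the paper does not discuss, had a median of -0.32 over 16 genes, below all random lists. *Scd1*, the stearoyl-CoA desaturase, had the lowest value at -1.95, and *Acss2*, which makes acetyl-CoA from acetate, had -1.07. *Fasn*, the fatty acid synthase, had a log2 difference of -0.02. *Srebf2*, the transcription factor of sterol synthesis, went from 9.26 to 8.51, a log2 difference of -0.75 at the 1.3 percentile of genes of like level. Genes under SREBP2 control other than most synthesis enzymes, a list that includes *Srebf2* and *Nsdhl*, had a median of -0.89 over 11 genes. Of these, 4 were lower by at least 1 log2, among them *Insig1*, which retains the SREBP precursor in the endoplasmic reticulum, at -1.28 and *Fabp5*, a fatty acid binding protein, at -1.07. No random list had a median as low. The paper ranks the genes of these arrays by their difference and tests gene sets by permutation. From this pathway analysis it concludes that cholesterol biosynthesis and the related pathways were downregulated by *Ulk1* silencing. For the cholesterol genes in AML12 cells, the paper also uses qRT-PCR, filipin staining of cholesterol and a ULK1 inhibitor (Figures 1C–E). Its qRT-PCR covers another *Ulk1* siRNA as well.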

**FIGURE 1:**
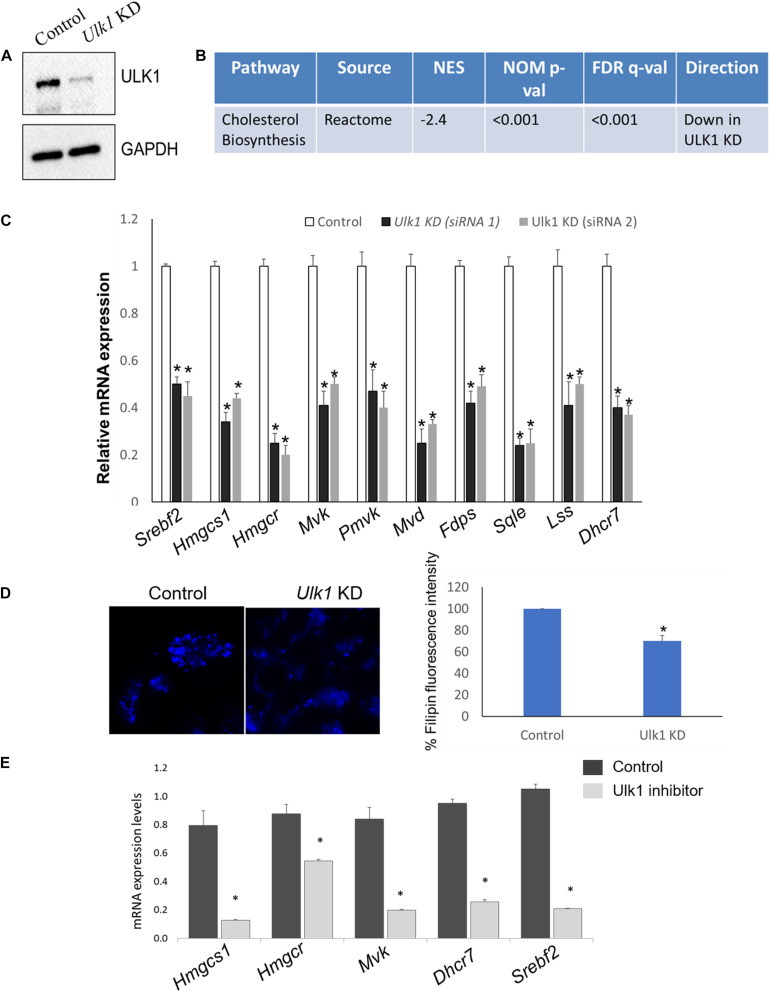
ULK1 regulates mevalonate/cholesterol biosynthesis pathway gene expression in mouse hepatocyte AML12 cells. **(A)** Representative immunoblot showing knockdown (KD) efficiency of ULK1 in AML12 cells treated with ± *Ulk1* siRNA (Thermo Fisher Scientific, s75753 siRNA #1; 10 nM/72 h) or a negative siRNA (denoted as Control). **(B)** Microarray derived transcriptomic pathway analysis in AML12 cells and mouse liver upon *Ulk1* KD as described above. **(C)** qRT-PCR validation of mevalonate/cholesterol biosynthesis pathway genes ± *Ulk1* siRNA’s 1 (Thermo Fisher Scientific, s75753 siRNA #1) and 2 (Thermo Fisher Scientific, s75751 siRNA #2) at 10 nM concentration for 72 h in AML12 cells. Values are means ± SD (*n* = 4), *p < 0.05. **(D)** Filipin staining and quantitation showing intracellular cholesterol levels in AML12 cells treated with ± *Ulk1* siRNA (Thermo Fisher Scientific, s75753 siRNA #1; 10 nM/72 h) or a negative siRNA (denoted as Control). AML12 cells upon *Ulk1* KD (10 nM/72 h) were washed with PBS, fixed, and stained with filipin. All photographs were taken with the same exposure time and 20× magnification. **(E)** qRT-PCR validation of cholesterol biosynthesis genes enriched in the pathway analysis treated with SBI-0206965 (ULK1 inhibitor) at a dose of 10 uM for 48 h in AML12 cells. Values are means ± SD (*n* = 3,^∗^*p* < 0.05).

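Beyond sterol synthesis, genes of the cell cycle and of glycolysis were lower in AML12 cells with *Ulk1* siRNA, and p53 targets and hepatocyte markers were slightly higher. Of 26 cell cycle genes, 25 were below the control value and 17 were lower by at least 1 log2, with a median log2 difference of -1.24. *Ccnb2*, a mitotic cyclin, had a difference of -1.58, *Plk1*, a mitotic kinase, of -1.39, and *Top2a*, a topoisomerase of dividing cells, of -1.37. The 15 glycolysis genes had a median of -0.78, and 4 were lower by at least 1 log2, namely the phosphofructokinases *Pfkl* at -1.49 and *Pfkp* at -1.16, the glucose transporter *Slc2a1* at -1.11 and the pyruvate kinase *Pkm* at -1.02. The transporter *Slc2a2* had a difference of 0.79.

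**Figure D2:**
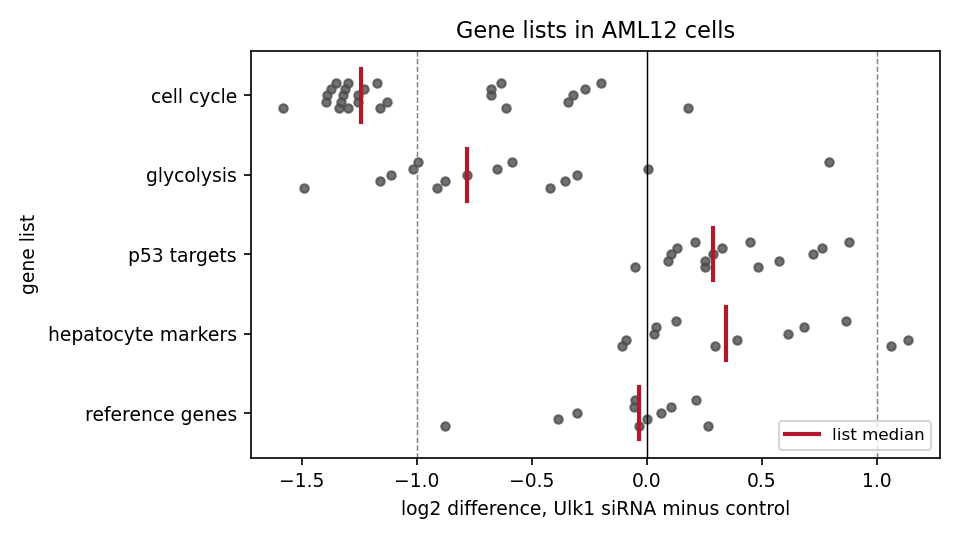
Log2 differences of the genes past the level filter in 5 lists in AML12 cells, *Ulk1* siRNA minus control. Each point is 1 gene, red bars are list medians, dashed lines mark -1 and 1, and vertical spacing within a list only separates the points. Most cell cycle genes lie left of -1, and the reference genes have a median of -0.03.

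Of 15 p53 targets, 14 were above the control value, with a median of 0.29 and a highest value of 0.88 for *Trp53inp1*. The 12 hepatocyte markers had a median of 0.34. *Alb*, which encodes albumin, had a log2 difference of 0.87, and *Cps1*, an enzyme of the urea cycle with a control value below the level set for the filter, of 1.14. The cell cycle and glycolysis medians were below, and the hepatocyte median above, all random lists, and the p53 median was at the 99.97 percentile. The hepatocyte median was at the 92.1 percentile when both arrays had to pass the filter. Across all genes past the filter, 38 were higher and 141 lower by at least 1 log2. After *Scd1*, the lowest differences were those of *Cdc25c*, a phosphatase of mitotic entry, at -1.80, *Cep55*, a protein of cytokinesis, at -1.77, *Cdkn3* at -1.68, *Arhgap19* at -1.67 and *Wincr1* at -1.58. With *Ulk1* siRNA, *Arhgap19* and *Wincr1* were below the level set for the filter, so their differences are less certain in size. The highest were *Agt*, which encodes angiotensinogen, at 1.66, *Vtn*, which encodes vitronectin, at 1.61, *Snhg17* at 1.53, *Nrep* at 1.38, *Rgs17* at 1.36, the iron exporter *Slc40a1* at 1.34 and the cholesterol exporter *Abca1* at 1.32. The median difference over all genes past the filter was 0.02.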

Of note, the genes involved in the Reactome cholesterol biosynthesis dataset belong to the broader MVA pathway, which is involved in cholesterol biosynthesis within the hepatocytes (Buhaescu and Izzedine, 2007; Supplementary Table S2). Next, we validated the microarray gene using qRT-PCR, showing that the expression of several rate limiting enzymes of the MVA/cholesterol biosynthesis pathway including hydroxymethylglutaryl-CoA synthase 1 (*Hmgcs1*), 3-hydroxy-3-methylglutaryl-CoA reductase (*Hmgcr*) were indeed significantly decreased in the *Ulk1* silenced cells *in vitro* (using two different siRNA) (Figure 1C). Although not present in the gene enrichment dataset, a similar decrease in the expression of the master transcriptional regulator of sterol synthesis, *Srebf2* (Madison, 2016) was also observed upon *Ulk1* silencing (Figure 1C). Furthermore, repression of the cholesterogenic genes upon *Ulk1* KD corroborated with reduced intra-cellular cholesterol in cells (Figure 1D). Additionally, the pharmacological inhibition of ULK1 by a kinase specific inhibitor, SBI-0206965 in AML-12 cells, also exhibited a similar suppression of genes involved in the MVA pathway (Figure 1E) suggesting a role of ULK1 kinase domain in mediating these effects on the MVA pathway genes.

### Genetic Inhibition of ULK1 Inhibits the Expression of MVA/Cholesterogenic Genes in Mouse Liver

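Liver was taken from C57BL/6N male mice that had received 40 ug of *Ulk1* siRNA or negative siRNA by hydrodynamic tail vein injection, a rapid injection of a large volume that carries siRNA into liver cells, 3 times at intervals of 24 h. The sample labels give an age of 6 weeks, and the methods give 4 to 6 weeks. *Ulk1* had a log2 expression of 8.73 in the control liver pool and 8.46 in the *Ulk1* siRNA pool. The difference of -0.27 left 83.0% of the control signal and stood at the 8.8 percentile of genes of like level. *Ulk2* had a log2 difference of -0.17. These too are RNA values, whereas the paper shows the silencing in liver as protein by immunoblot. As in the cells, there was 1 array per condition, and the differences are without replicate error. In liver, 11602 genes passed the level filter.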

We next validated our *in vitro* data *in vivo*, by silencing *Ulk1* gene in mouse liver using siRNA. 

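In mouse liver, cholesterol biosynthesis genes were lower with *Ulk1* siRNA, by a median of -0.954 on the log2 scale over the 17 genes measured. Of these, 16 were below the control value and 8 were lower by at least 1 log2. *Sqle* had the lowest value, going from 8.56 to 6.56 with a log2 difference of -1.99. *Hmgcs1* and *Fdps* each had a log2 difference of -1.47, *Nsdhl* of -1.43, and *Cyp51* of -1.19. The kinase *Pmvk* and the decarboxylase *Mvd*, which act in turn on mevalonate phosphates, had differences of -1.13 and -1.16, and *Lss* had -1.10.

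**Figure D3:**
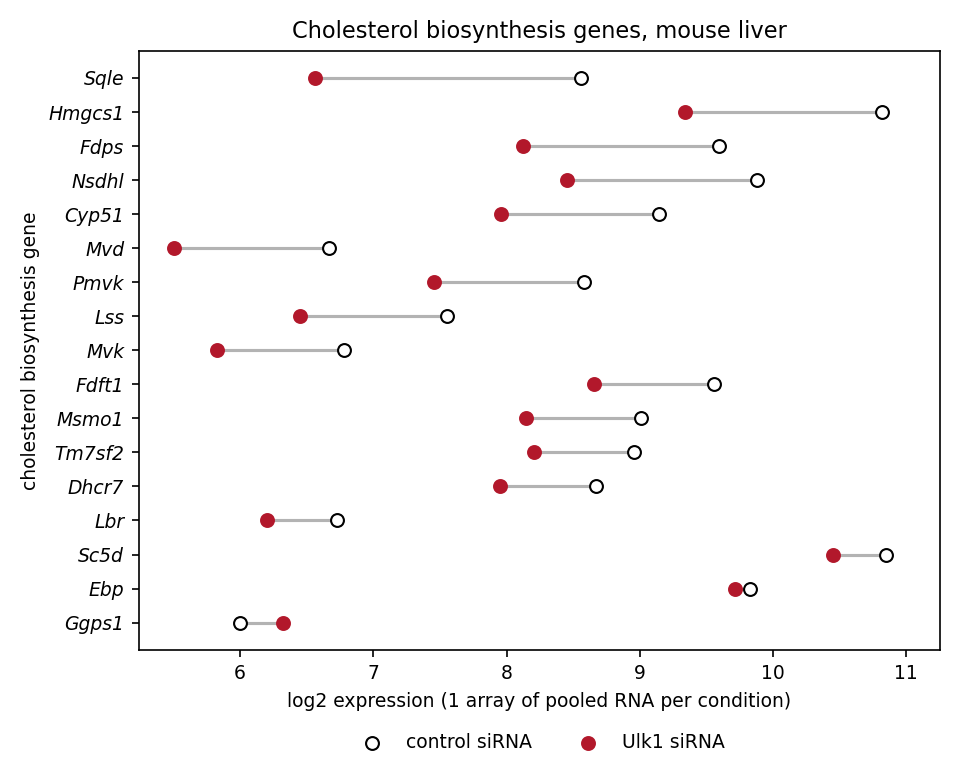
Log2 expression of the 17 measured cholesterol biosynthesis genes in mouse liver, with open circles for the control siRNA pool and filled circles for the *Ulk1* siRNA pool, 1 array each. Genes are ordered by their difference, from *Sqle* at -1.99 to *Ggps1* at 0.33.

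The 6 genes up to farnesyl and geranylgeranyl diphosphate had a median of -1.14, and the 11 genes from squalene on had a median of -0.86. *Sc5d*, a sterol desaturase, had a log2 difference of -0.40 and *Lbr*, a sterol reductase that also anchors the nuclear lamina, of -0.52. The median was below those of all 10000 matched random lists of 17 genes. The enrichment score among 11602 ranked genes was -0.899, and the normalized score was -2.41. With 1 pool per condition, differences between individual mice cannot be seen.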

In consonance with our *in vitro* results, we observed a similar down-regulation of MVA/cholesterol biosynthesis gene expression upon *Ulk1* silencing in mouse liver using microarray, qRT-PCR and western blotting (Figures 2A–C, Supplementary Figure S1 and Supplementary Tables S3, S4). Additionally, the intra-hepatic cholesterol levels were also reduced marginally yet significantly upon *Ulk1* silencing (Figure 2D). The reduction in serum cholesterol levels, however, did not reach a significant level (Supplementary Figure S2). Therefore, these results confirmed that ULK1 positively regulates MVA/cholesterol biosynthesis genes in mouse liver *in vivo*.

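*Srebf2* in liver went from 7.34 to 6.94, a log2 difference of -0.41 at the 6.1 percentile of genes of like level. The list of other SREBP2 targets, which includes *Srebf2* and *Nsdhl*, had a median of -0.62 over 11 genes. Of these, 4 were lower by at least 1 log2, among them *Fabp5* at -1.34 and the retinol dehydrogenase *Rdh11* at -1.31. The 10 genes outside the cholesterol set had a median of -0.52, with 3 lower by that size. Fatty acid synthesis genes were lower as well, with a median of -0.52 over 17 genes. *Fasn* had a log2 difference of -1.22, *Acss2* of -1.10 and *Elovl6*, a fatty acid elongase, of -1.06. Steroid biosynthesis genes had a median of -0.88 over 12 genes and terpenoid backbone genes of -0.95 over 9 genes, but most of their genes are in the cholesterol set. The 2 steroid genes outside it were *Hsd17b7* at -1.25 and *Lipa* at -0.05, and the 3 terpenoid genes outside it had a median of -0.24. The medians of these whole lists were below those of all matched random lists. Of 15 triglyceride synthesis genes, 11 were below the control value and none differed by 1 log2. Their median of -0.20 stood at the 0.12 percentile of random lists, and at 2.87 when no level filter was used. *Gpam*, which starts glycerolipid synthesis, had a log2 difference of -0.46. The paper bases its conclusion for liver on the arrays together with qRT-PCR, western blots and the cholesterol content of liver (Figures 2A–D).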

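The cholesterol biosynthesis genes were lower in both AML12 cells and liver, whereas most other genes that differed did so in only 1 of them. Of the 10335 genes past the level filter in both, 10 were lower by at least 1 log2 in cells and in liver, where 0.40 would be expected if the comparisons were independent. They were *Fdps*, *Nsdhl*, *Cyp51*, *Sqle*, *Mvd*, *Lss* and *Hmgcs1* of the cholesterol set, together with *Acss2*, *Fabp5* and *Aurkb*, a mitotic kinase with log2 differences of -1.25 in cells and -1.45 in liver. No gene was higher by 1 log2 in both, where 0.0862 would be expected. The paper's methods list the same *Ulk1* siRNA for cells and for liver, so the comparisons are not independent in that respect. Any effect of this siRNA on genes other than *Ulk1* could be shared, and the overlap does not tell it apart from an effect of *Ulk1* silencing.

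**Figure D4:**
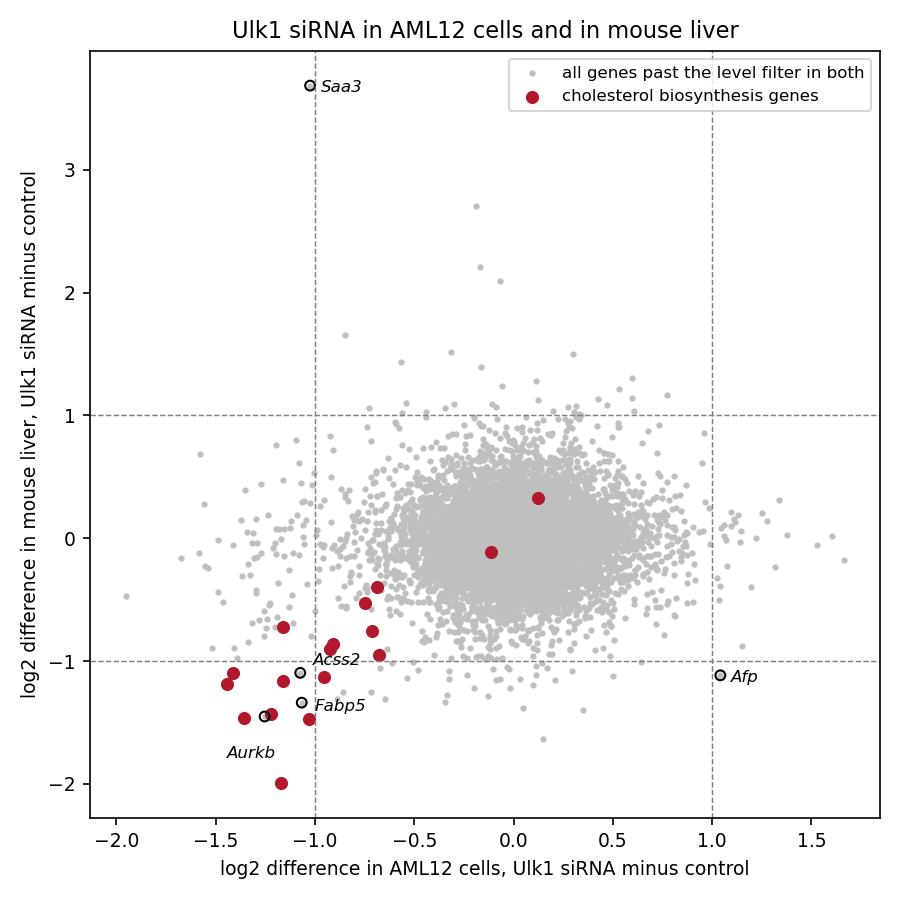
Log2 differences (*Ulk1* siRNA minus control) in AML12 cells on the horizontal axis and in mouse liver on the vertical axis, 1 point per gene past the level filter in both. Cholesterol biosynthesis genes are in red, dashed lines mark -1 and 1, and circled genes are named. Most red points lie at the lower left, and *Saa3* and *Afp* lie beyond the dashed lines in opposite directions.

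Across all 10335 genes, the differences in cells and in liver had a Pearson correlation of 0.064 and a Spearman correlation of 0.047. Across the 17 cholesterol genes, the correlations were 0.828 and 0.772. These values rest in part on *Ebp*, at -0.12 in cells and in liver, and *Ggps1*, at 0.13 in cells and 0.33 in liver. Both lie apart from the other genes of the set, among which the match is looser. Without the cholesterol genes, the correlations were 0.0455 and 0.0427 over 10318 genes. These correlations run across genes, which are not independent replicates, and no difference between cells and liver was tested.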

**FIGURE 2:**
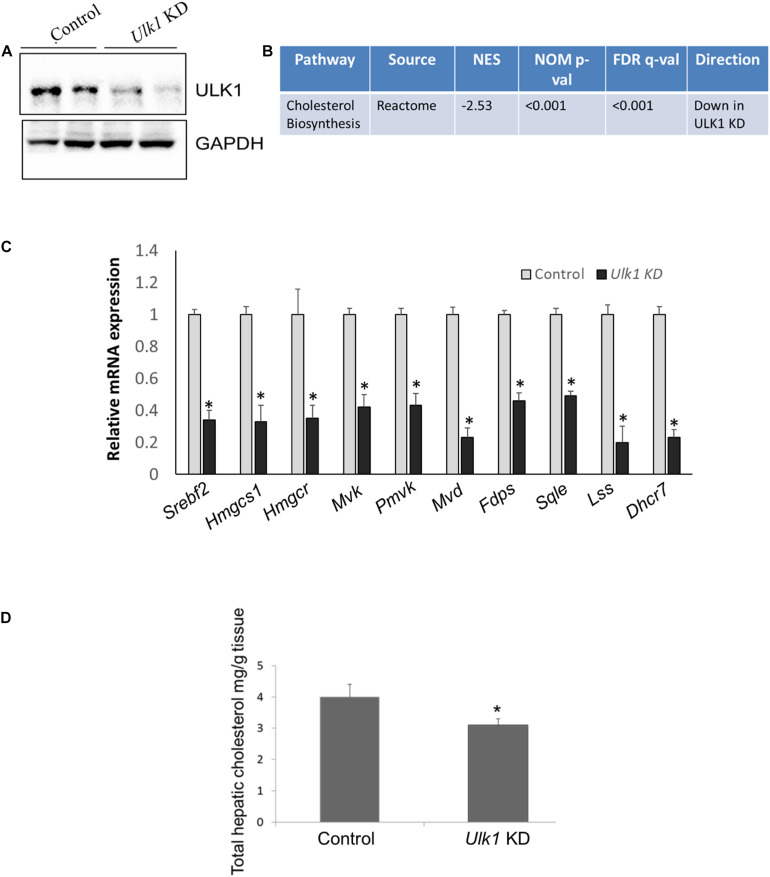
ULK1 regulates mevalonate/cholesterol biosynthesis pathway gene expression in mouse liver. **(A)** Representative immunoblot showing silencing efficiency of ULK1 in mouse liver treated with hydrodynamic tail vein delivered ± *Ulk1* siRNA (40 ug/72 h). **(B)** Microarray derived transcriptomic pathway analysis in mouse liver upon *Ulk1* KD as described above. **(C)** qRT-PCR validation of mevalonate/cholesterol biosynthesis pathway genes ± *Ulk1* siRNA (40 ug/72 h) in AML12 mouse liver. Values are means ± SD (*n* = 4), ^∗^*p* < 0.05. **(D)** Total cholesterol content in hepatic lipid extracts in mouse liver ± *Ulk1* siRNA (40 ug/72 h). Values are means ± SD (*n* = 4, *p < 0.05).

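Among the gene lists outside lipid synthesis, the highest median in liver with *Ulk1* siRNA was that of acute phase genes, and the lowest was that of markers of hepatic stellate cells. All 22 acute phase genes past the level filter were above the control value, and 8 were higher by at least 1 log2, with a median log2 difference of 0.55. The serum amyloid genes *Saa3* and *Saa2* had differences of 3.68 and 3.52, the metallothioneins *Mt2* and *Mt1* of 2.71 and 2.09, and *Lcn2*, which encodes lipocalin 2, of 2.21. Of 11 stellate cell markers, 10 were below the control value and 3 were lower by at least 1 log2, with a median of -0.80. They were *Reln* at -1.46, *Lrat*, which esterifies retinol for storage, at -1.39, and *Ecm1* at -1.20. *Acta2*, the smooth muscle actin of activated stellate cells, had a difference of 0.76.

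**Figure D5:**
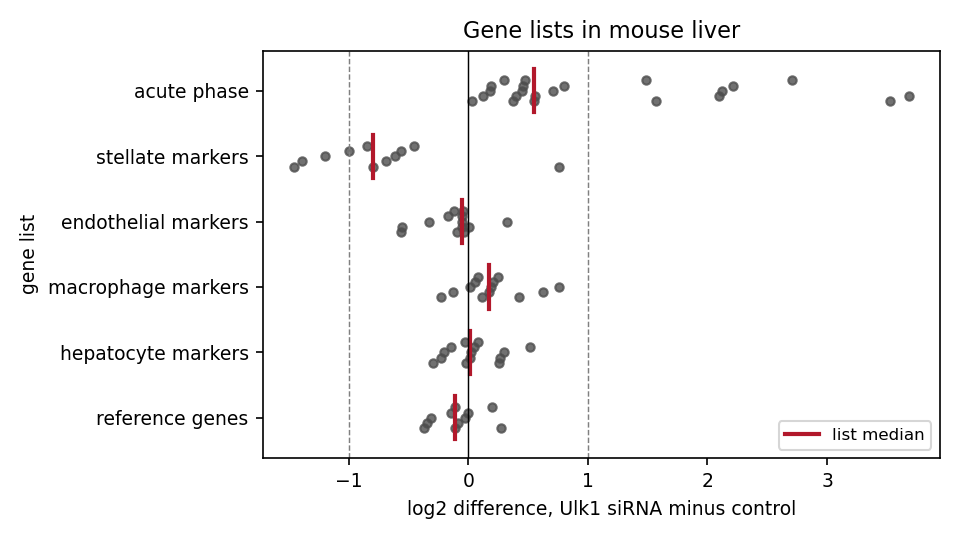
Log2 differences of the genes past the level filter in 6 lists in mouse liver, *Ulk1* siRNA minus control. Each point is 1 gene, red bars are list medians, dashed lines mark -1 and 1, and vertical spacing within a list only separates the points. All acute phase genes lie right of 0, all stellate markers but *Acta2* lie left of it, and the medians of the other lists lie between -0.11 and 0.18.

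Markers of endothelial cells had a median of -0.05 over 13 genes, those of macrophages 0.18 over 13 genes and those of hepatocytes 0.02 over 14 genes, which became -0.01 after loess on level. Reference genes had a median of -0.11 over 11 genes. The acute phase median was above, and the stellate median below, all matched random lists. Of the genes past the filter, 59 were higher and 76 lower by at least 1 log2, and the count of higher genes was 23 when both arrays had to pass the filter. The lowest difference was that of *Colec10*, a collectin, at -2.29, and *Fgf21*, a hormone of fasting, had -1.85. *Slc17a8* followed at -1.66, the heat shock gene *Hspa1b* at -1.64 and *Abcd2*, a peroxisomal fatty acid transporter, at -1.60. Among the highest after the serum amyloid genes were *Derl3*, a factor of protein degradation in the endoplasmic reticulum, at 2.75, *Cyp2c40* at 2.58, *Obp2a* at 2.37 and *Cyp26a1*, which degrades retinoic acid, at 1.97. On 1 of the arrays, the values of *Colec10*, *Fgf21*, *Derl3*, *Obp2a* and *Cyp26a1* were below the level set for the filter, so the size of these differences and their ranks are less certain.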

### Loss of *Atg5* and *Becn1* Does Not Alter Cholesterogenic Gene Expression in AML-12 Cells

Next, to clarify the role of autophagy in this process, we observed the effect of siRNA KD of two additional ATG genes, *Atg5* and *Beclin1*/*Becn1*, on the expression of key MVA pathway genes in mouse hepatocyte cells, AML-12. Interestingly, neither *Atg5* nor *Becn1* had any suppressive effect on MVA pathway genes (Supplementary Figure S3) thereby suggesting a probable autophagy-independent action of ULK1 in regulating the expression of these genes.

### Genetic Silencing of ULK1 Inhibits the Expression of MVA/Cholesterogenic Genes in Human Hepatic Cells via AKT-FOXO3a Pathway

We also verified our results obtained from the mouse hepatic cells, in human hepatocytes using HepG2 cells. Using RNA-seq and Real-Time PCR validation analysis, we observed a similar down-regulation of signaling pathways related to human cholesterol biosynthesis and SREBF2 in cells that underwent ULK1 KD (Figures 3A–C and Supplementary Tables S5–S7). Thus, ULK1 regulated the MVA pathway across species in the mammalian hepatic cells.

**FIGURE 3:**
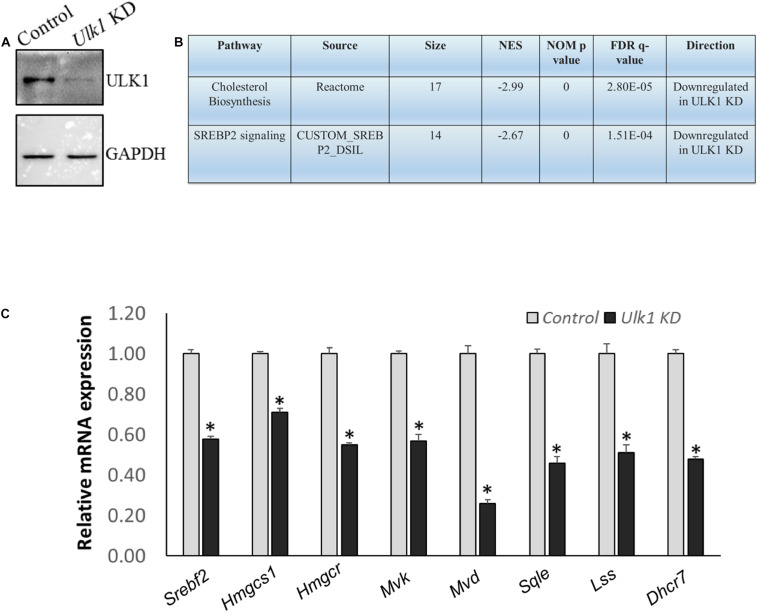
ULK1 loss suppresses the expression of human cholesterogenic genes **(A,B)** Representative immunoblot showing KD efficiency of ULK1 and RNA-seq derived transcriptomic pathway analysis in HepG2 cells treated with ± *Ulk1* siRNA (Thermo Fisher Scientific, s15965; 10 nM/72 h). **(C)** qRT-PCR validation of mevalonate/cholesterol biosynthesis pathway genes ± *Ulk1* siRNA (10 nM/72 h) in HepG2 cells. Values are means ± SD (*n* = 4), ^∗^*p* < 0.05.

As SREBP2/SREBF2 is the master transcriptional regulator of genes involved in the MVA/cholesterol biosynthesis pathway (Madison, 2016), we further investigated its regulation by ULK1 in HepG2 cells. Anabolic signaling by AKT has been shown to upregulate SREBF2 levels in hepatic cells (Luu et al., 2012). Additionally, AKT regulation of *Srebf2* gene transcription is mediated through AKT induced inhibitory phosphorylation and nuclear exclusion of FOXO3, a transcription factor (Tzivion et al., 2011) that is a transcriptional repressor of *Srebf2* gene (Tao et al., 2013). Therefore, we next investigated whether AKT-FOXO3a signaling was perturbed in the absence of ULK1 in hepatic cells. Interestingly, our results showed that both basal AKT and its substrate FOXO3a phosphorylation was suppressed in hepatic cells in which ULK1 expression was silenced by siRNA (Figures 4A,B). Similar effects were also observed *in vivo* (Supplementary Figures S4A,B). These results strongly suggest that the activation of FOXO3a is a possible mechanism for the *Srebf2* suppression observed in ULK1 KD cells. Furthermore, we also observed increased localization of FOXO3a in the nuclear fraction isolated from ULK1 KD HepG2 cells suggesting increased FOXO3a activity (Supplementary Figures S4C,D). Therefore, to test if FOXO3a activation is indeed involved in the down-regulation of SREBF2 levels in ULK1 KD cells, we performed a rescue experiment in which both ULK1 and FOXO3a were silenced. Our results showed that the loss of FOXO3a in cells, significantly rescued the suppressive effect of ULK1 KD on SREBF2 and its target transcriptional target HMGCR (Figures 4C,D). Intriguingly, as the rescue of HMGCR expression by co-silencing of FOXO3a and ULK1 was not complete, it is possible that other ULK1 regulated FOXO (Forkhead box) proteins such as FOXO1 (Koo et al., 2018) may also be involved in SREBF2 modulation and needs further investigation. The effects of ULK1 KD on AKT activation along with SREBF2 and HMGCR levels were also corroborated using a pharmacological inhibitor of ULK1, SBI-0206965, in HepG2 cells (Figure 4E). Therefore, these results establish a mechanistic link between ULK1 and SREBF2 via AKT-FOXO3a pathway (Figure 4F). However, the molecular basis of AKT regulation by ULK1 remains to be investigated.

**FIGURE 4:**
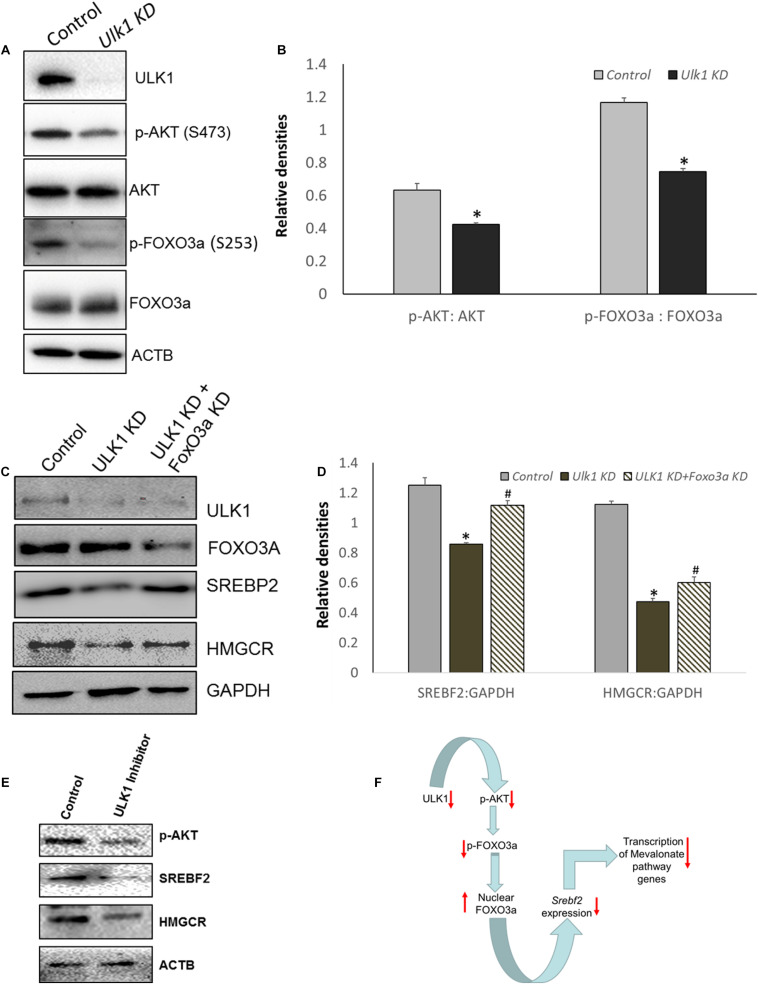
ULK1 loss suppress human cholestrogenic genes via effects on AKT-FOXO3a pathway. **(A,B)** Representative immunoblot and densitometry showing cellular levels of phosphorylated and total AKT and FoxO3a proteins ± *Ulk1* siRNA (10 nM/48 h) in HepG2 cells. Values are means ± SD (*n* = 3),^∗^*p* < 0.05. **(C,D)** Representative Immunoblot and densitometry showing protein levels of SREBF2 and HMGCR in HepG2 ± *Ulk1* alone and with *FoxO3a* (Cell Signaling Technology, #6302) double KD (10 nM) for 48 h of treatment. Values are means ± SD (*n* = 3), ^∗^*p* < 0.05 between *Ulk1* KD vs. Control and #*p* < 0.05 between *Ulk1* KD + *FoxO3a* KD vs. *Ulk1* KD alone. **(E)** Representative immunoblot of HepG2 cells treated with SBI-0206965 (ULK1 inhibitor) at a dose of 10 uM for 48 h. **(F)** Schematic diagram showing the regulation of Mevalonate/cholesterol biosynthesis pathway upon loss of ULK1.

## Discussion

The MVA pathway is the major metabolic pathway involved in sterol synthesis and has been extensively investigated for its role(s) in cardiovascular diseases. Statins are a very effective class of drugs that target HMGCR, a key rate limiting enzyme in cholesterol biosynthesis (Stancu and Sima, 2001) and are used to treat hypercholesterolemia. However, despite their effectiveness, some patients develop resistance to statins (Reiner, 2014). Given these issues, there have been considerable efforts to develop novel strategies which target cholesterol biosynthesis (Bou Malham and Goldberg, 2016; Sinha et al., 2019). Of note, the inhibition of MVA signaling has shown promising results in limiting cancer progression (Mullen et al., 2016) including liver cancers (Ogura et al., 2018). Interestingly, ULK1 inhibitors have also shown their efficacy in limiting cancer growth (Egan et al., 2015); thus, it is possible that some of the anti-tumor effects of ULK1 inhibitors are mediated through their effect on the MVA pathway.

Our results uncover a novel autophagy independent signaling by ULK1, which involves the regulation of anabolic AKT signaling and nuclear activity of FOXO transcription factor. Although the autophagy-lysosomal pathway is known to regulate nuclear receptor action (Siong Tan et al., 2019; Sinha et al., 2020), the direct effect of ULK1 on nuclear receptor/transcription factor activity remains less explored. As FOXO3a and related FOXO family proteins are involved in a myriad of cellular processes and human diseases (Lee and Dong, 2017), the modulation of ULK1 opens an exciting possibility of targeting FOXO related disorders.

Concerning the effect of ULK1 silencing on systemic cholesterol levels in mouse, we did not observe a significant reduction in serum total cholesterol albeit it showed a downward trend. We believe that this effect could be due to the transient nature of the knockdown experiments performed in this study. Perhaps, a chronic suppression using a liver-specific Ulk1 knockout model or pharmacological inhibitors would be needed to resolve it better. However, considering the functional redundancy of different ULK isoforms, the role of ULK2 in the regulation of cholesterogenic genes remains to be investigated. Although beyond the scope of the present study, further work using ULK1 inhibitors in animal models of hypercholesterolemia or carcinogenesis may be useful to test the translational value of ULK1 inhibitors, either alone or as an adjunct with statins, for the protection or treatment of diseases associated with deranged cholesterol synthesis.

## Materials and Methods

### Cell Culture

Mouse hepatocytes AML12 (CRL-2254) cells were maintained at 37°C in DMEM-F12 1:1 containing 10% fetal bovine serum (FBS), 1× ITS (Thermo Fisher Scientific, 41400), 10 nM dexamethasone and 1× penicillin/streptomycin, in a 5% CO_2_ humidified incubator. HepG2 cells were maintained at 37°C in DMEM containing 10% FBS. For siRNA transfection, cells were transfected using RNAiMAX (Thermo Fisher Scientific, 13778150) with *Ulk1* (Thermo Fisher Scientific, s75753), *Atg5* (Thermo Fisher Scientific, s62452), Becn1 (Thermo Fisher Scientific, s80166), *FoxO3a* (Cell Signaling Technology, #6302) siRNA (10 nM) for 48 or 72 h, followed by harvesting cells for RNA or protein extraction. ULK1 inhibitor SBI-0206965 (Selleckchem, Catalog No. S7885) was added at a concentration of 10 μM for 48 h.

### *In vivo* siRNA Administration to Liver

C57BL/6N male mice (4–6 weeks old) were administered 40 μg of *in vivo*-ready *Ulk1* (Thermo Fisher Scientific, s75753) or negative siRNA (Thermo Fisher Scientific, 4390843) every 24 h for 3 days via hydrodynamic tail-vein injection protocol using Mirus Bio TransIT-QR Delivery Solution as per manufacturer’s guidelines. All experiments were performed according to institutional animal ethics guidelines at Duke-NUS Medical School, Singapore.

### MicroArray and RNA-Seq Analysis

Gene expression microarray profiling was performed using GeneChip Mouse Gene 2.0 ST Array (Affymetrix) on pool of four samples. The cDNA generation, labeling and hybridization were performed at Duke-NUS Genome Biology Facility, Duke-NUS Graduate Medical School, Singapore. Gene expression signals were quantile normalized, and differentially expressed genes were identified via ANOVA models, using treatment specific contrasts (Partek Genomics Suite software, version 6.6). Statistical significance of differentially expressed genes was ascertained via the false discovery rate (FDR). RNA-seq analysis was performed on a pool of four samples per group. RNA-Seq Library Construction and Library QC, c-bot Cluster Generation and Hi-Seq3000 sequencing performed at Duke-NUS Genome Biology Facility, Duke-NUS Graduate Medical School, Singapore. Pathway enrichment analysis was conducted via the Gene Set Enrichment Analysis tool using a list of KEGG and Reactome pathways extracted from the Molecular Signatures Database^1^. Significance of pathway enrichment was ascertained by permutation testing of gene sets and calculation of FDR. The microarray and RNA-Seq data have been deposited to public databases with accession numbers GSE147579 and PRJNA625896, respectively.

### RNA Isolation and qRT-PCR

Total RNA was isolated and qRT-PCR was performed using the QuantiTect SYBR Green PCR Kit (Qiagen, 204141) according to manufacturer’s instructions. Gapdh gene was used for normalization. KiCqStart^®^ SYBR^®^ Green Primers were purchased from Sigma-Aldrich, United States. Primer ID were: Mouse Srebf2 (M_Srebf2_1), Human Srebf2 (H_SREPF2_1), Mouse Hmgcs1 (M_Hmgcs1_1), Human Hmgcs1 (H_HMGCS1_1), Mouse Hmgcr (M_Hmgcr_1), Human Hmgcr (H_HMGCR_1), Mouse Mvk (M_Mvk_1), Human Mvk (H_MVK_1), Mouse Pmvk (M_Pmvk_1), Mouse Mvd (M_Mvd_1), Human Mvd (H_MVD_1), Mouse Fdps (M_Fdps_1), Mouse Sqle (M_Sqle_1), Human Sqle (H_SQLE_1), Mouse Lss (M_Lss_1), Human Lss (H_LSS_1), Mouse Dhcr7 (M_Dhcr7_1), Human Dhcr7 (H_DHCR7_1), Mouse Gapdh (M_Gapdh_1), Human Gapdh (H_GAPDH_1).

### Cholesterol Measurement

Intracellular cholesterol levels in AML-12 cells were visualized using Filipin staining and quantitation was performed using Image J software. Four equal sized areas with 20 cells each were chosen in each image and the fluorescence intensity of each area was determined. These values were then used to calculate the average fluorescence of each image and then of control (set to 100%) and Ulk1 silenced group. Mouse liver total cholesterol was measured using commercial kit (MAK043, SIGMA-ALDRICH, United States).

### Western Blotting

Cells or tissue samples were lysed using CelLytic^TM^ M Cell Lysis Reagent (Sigma, C2978) and immunoblotting was performed as per manufacturer’s guidelines (Bio-Rad Laboratories, United States). Nuclear fractionation was done using NE-PER^TM^ Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific, 78833). Image acquisition was done using ChemiDoc (Bio-Rad ChemiDoc^TM^ MP System, 1708280). Densitometry analysis was performed using ImageJ software (NIH, Bethesda, MD, United States). Antibodies used were anti-ULK1 (Cell Signaling Technology, #8054), anti-GAPDH (Cell Signaling Technology, #5174), anti-phospho AKT (Cell Signaling Technology, #4060), anti-AKT (Cell Signaling Technology, #4685), anti-FoxO3a Ser^253^ (Cell Signaling Technology, #12829), anti-phospho FoxO3a (Cell Signaling Technology, #9466), anti-Beclin (Cell Signaling Technology, #3495), anti-ATG5 (Cell Signaling Technology, #12994), anti-SREBP2 (ABCAM, #ab30682), anti-HMGCR (ABCAM, #ab174830).

### Statistics

Results are expressed as mean ± SD. The statistical significance of differences was assessed by unpaired student *t*-test or one-way ANOVA when comparing different groups.

## Data Availability Statement

The datasets generated for this study can be found in the GSEA (GSE147579) and SRA (PRJNA625896).

## Ethics Statement

The animal study was reviewed and approved by IACUC, NUS.

## Author Contributions

RS conceived the experiments, researched the data and revised, wrote, and approved the manuscript. SG and PY researched the data and revised and approved the manuscript. SR, LI, JZ, NG, BA, and BS performed the experiments. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://software.broadinstitute.org/gsea/msigdb

## Abbreviations

ULK1: Unc-51 like autophagy activating kinase 1
SREBF2: sterol regulatory element binding factor 2
*Hmgcs1*: hydroxymethylglutaryl-CoA synthase 1
*Hmgcr*: 3-hydroxy-3-methylglutaryl-CoA reductase
*Mvk*: mevalonate kinase
*Pmvk*: phosphomevalonate kinase
*Mvd*: mevalonate diphosphate decarboxylase
*Lss*: lanosterol synthase
*Sqle*: squalene monooxygenase
*Dhcr7*: 7-dehydrocholesterol reductase
*Fdps*: farnesyl diphosphate synthase
FOXO3a: forkhead box O3a
NES: normalized enrichment score
NOM *p*-val: nominal *p* value.

# Supplementary material for: Loss of ULK1 Attenuates Cholesterogenic Gene Expression in Mammalian Hepatic Cells
**Source:** Front Cell Dev Biol. 2020 Sep 30;8:523550. doi: 10.3389/fcell.2020.523550
**Supplement:** Supplementary file 1

**Supplementary Tables**

**Suppl Table 1**: List of pathways effected by *Ulk1* silencing in AML-12 cells.

| NAME | PROBE | GENE SYMBOL | GENE_TITLE | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT |
| --- | --- | --- | --- | --- | --- | --- | --- |
| row_0 | GGPS1 | null | null | 2382 | 0.125294 | -0.32155 | No |
| row_1 | EBP | null | null | 5169 | -0.11521 | -0.69951 | No |
| row_2 | DHCR24 | null | null | 5503 | -0.15306 | -0.7364 | No |
| row_3 | MVK | null | null | 7031 | -0.67988 | -0.90687 | Yes |
| row_4 | SC5DL | null | null | 7034 | -0.6872 | -0.86626 | Yes |
| row_5 | TM7SF2 | null | null | 7050 | -0.71186 | -0.82599 | Yes |
| row_6 | LBR | null | null | 7074 | -0.74681 | -0.78475 | Yes |
| row_7 | HMGCR | null | null | 7099 | -0.84142 | -0.73801 | Yes |
| row_8 | MSMO1 | null | null | 7115 | -0.909 | -0.68601 | Yes |
| row_9 | FDFT1 | null | null | 7122 | -0.92628 | -0.63174 | Yes |
| row_10 | PMVK | null | null | 7125 | -0.95276 | -0.57534 | Yes |
| row_11 | HMGCS1 | null | null | 7151 | -1.03224 | -0.51739 | Yes |
| row_12 | DHCR7 | null | null | 7183 | -1.15986 | -0.45268 | Yes |
| row_13 | MVD | null | null | 7184 | -1.16041 | -0.38366 | Yes |
| row_14 | SQLE | null | null | 7186 | -1.1695 | -0.31423 | Yes |
| row_15 | NSDHL | null | null | 7197 | -1.2219 | -0.24293 | Yes |
| row_16 | FDPS | null | null | 7230 | -1.35925 | -0.16649 | Yes |
| row_17 | LSS | null | null | 7238 | -1.41442 | -0.08333 | Yes |
| row_18 | CYP51A1 | null | null | 7240 | -1.44494 | 0.002486 | Yes |

**Suppl Table 2**: Gene set enrichment in Cholesterol biosynthesis pathway involving *Ulk1* silencing in AML-12 cells*.* The highlighted genes were validated by qRT-PCR.

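The score by which this table ranks genes is the difference in log2 expression between the *Ulk1* siRNA array and the control array of AML12 cells. For all 17 genes measured here, among them *Lss*, *Mvk* and *Tm7sf2*, the difference computed from the deposited values was within 0.001 of the listed score. A negative score therefore means a lower value with *Ulk1* siRNA. The running enrichment score sums over the ranked list, going down at genes outside the set, and genes marked as core are those that lie past its extreme. Of the 17 genes, 15 are marked as core, and *Ebp* and *Ggps1* are not. *Mvk*, at a log2 difference of -0.68, is the core gene nearest to 0. *Sc5d* is listed under the older symbol SC5DL and *Cyp51* under its human symbol.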

**Suppl Table 3**: List of pathways effected by *Ulk1* silencing in mouse liver.

| NAME | PROBE | GENE SYMBOL | GENE_TITLE | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT |
| --- | --- | --- | --- | --- | --- | --- | --- |
| row_0 | GGPS1 | null | null | 435 | 0.325679 | -0.04612 | No |
| row_1 | DHCR24 | null | null | 4198 | -0.09913 | -0.59916 | No |
| row_2 | EBP | null | null | 4379 | -0.11557 | -0.61933 | No |
| row_3 | SC5DL | null | null | 6241 | -0.40001 | -0.873 | No |
| row_4 | LBR | null | null | 6480 | -0.52495 | -0.87857 | Yes |
| row_5 | DHCR7 | null | null | 6631 | -0.72162 | -0.85991 | Yes |
| row_6 | TM7SF2 | null | null | 6650 | -0.75478 | -0.81976 | Yes |
| row_7 | MSMO1 | null | null | 6683 | -0.86415 | -0.7755 | Yes |
| row_8 | FDFT1 | null | null | 6690 | -0.90143 | -0.72526 | Yes |
| row_9 | MVK | null | null | 6698 | -0.95379 | -0.67219 | Yes |
| row_10 | HMGCR | null | null | 6711 | -1.03486 | -0.61527 | Yes |
| row_11 | LSS | null | null | 6722 | -1.09681 | -0.55454 | Yes |
| row_12 | PMVK | null | null | 6725 | -1.12803 | -0.49085 | Yes |
| row_13 | MVD | null | null | 6729 | -1.16187 | -0.42539 | Yes |
| row_14 | CYP51A1 | null | null | 6730 | -1.18639 | -0.35809 | Yes |
| row_15 | NSDHL | null | null | 6743 | -1.42748 | -0.2789 | Yes |
| row_16 | FDPS | null | null | 6746 | -1.4662 | -0.19602 | Yes |
| row_17 | HMGCS1 | null | null | 6747 | -1.47335 | -0.11245 | Yes |
| row_18 | SQLE | null | null | 6751 | -1.99278 | 1.48E-04 | Yes |

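For mouse liver, the ranking score is likewise the log2 difference between the pair of liver arrays, and all 17 values computed here were within 0.001 of those listed. Of these genes, 14 are marked as core. *Sc5d* is not, in contrast to the cells, and *Lbr* is the core gene nearest to 0. *Mvk* had a log2 difference of -0.95 in liver, *Fdft1*, which makes squalene, of -0.90, *Tm7sf2*, a sterol reductase, of -0.75 and *Dhcr7*, which catalyses the last step, of -0.72.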

**Suppl Table 4**: Gene set enrichment in Cholesterol biosynthesis pathway involving *Ulk1* silencing in mouse liver*.* The highlighted genes were validated by qRT-PCR.

**Suppl Table 5**: List of pathways effected by *Ulk1* silencing in HepG2 cells (RNA-Seq data set).

| NAME | PROBE | GENE SYMBOL | GENE_TITLE | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT |
| --- | --- | --- | --- | --- | --- | --- | --- |
| row_0 | GGPS1 | null | null | 2137 | 0.153342 | -0.25102 | No |
| row_1 | CYP51A1 | null | null | 2852 | -0.07486 | -0.29572 | No |
| row_2 | MSMO1 | null | null | 4885 | -0.6913 | -0.53152 | Yes |
| row_3 | FDPS | null | null | 5085 | -0.7661 | -0.50155 | Yes |
| row_4 | LBR | null | null | 5690 | -1.04279 | -0.5303 | Yes |
| row_5 | FDFT1 | null | null | 5976 | -1.20676 | -0.5128 | Yes |
| row_6 | MVK | null | null | 6042 | -1.24559 | -0.4634 | Yes |
| row_7 | SQLE | null | null | 6067 | -1.26514 | -0.40805 | Yes |
| row_8 | NSDHL | null | null | 6103 | -1.28368 | -0.35431 | Yes |
| row_9 | HMGCR | null | null | 6338 | -1.45716 | -0.32941 | Yes |
| row_10 | TM7SF2 | null | null | 6359 | -1.4703 | -0.27349 | Yes |
| row_11 | EBP | null | null | 6374 | -1.48227 | -0.21669 | Yes |
| row_12 | DHCR24 | null | null | 6380 | -1.48872 | -0.15859 | Yes |
| row_13 | LSS | null | null | 6596 | -1.74838 | -0.13094 | Yes |
| row_14 | HSD17B7 | null | null | 6712 | -1.98168 | -0.08879 | Yes |
| row_15 | HMGCS1 | null | null | 6719 | -1.98933 | -0.03084 | Yes |
| row_16 | IDI1 | null | null | 6802 | -2.21056 | 0.016094 | Yes |

**Suppl Table 6**: Gene set enrichment in Cholesterol biosynthesis pathway involving *Ulk1* silencing in HepG2 cells (RNA-Seq)*.* The highlighted genes were validated by qRT-PCR.

| NAME | PROBE | GENE SYMBOL | GENE_TITLE | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT |
| --- | --- | --- | --- | --- | --- | --- | --- |
| row_0 | LDLR | null | null | 211 | 1.937882 | 0.040849 | No |
| row_1 | ACAT1 | null | null | 3615 | -0.30176 | -0.38091 | No |
| row_2 | FDPS | null | null | 5085 | -0.7661 | -0.52238 | Yes |
| row_3 | ACSS2 | null | null | 5310 | -0.85374 | -0.48342 | Yes |
| row_4 | ACAT2 | null | null | 5785 | -1.09314 | -0.48068 | Yes |
| row_5 | FDFT1 | null | null | 5976 | -1.20676 | -0.43679 | Yes |
| row_6 | MVK | null | null | 6042 | -1.24559 | -0.37478 | Yes |
| row_7 | SQLE | null | null | 6067 | -1.26514 | -0.30683 | Yes |
| row_8 | NSDHL | null | null | 6103 | -1.28368 | -0.24048 | Yes |
| row_9 | HMGCR | null | null | 6338 | -1.45716 | -0.20296 | Yes |
| row_10 | TM7SF2 | null | null | 6359 | -1.4703 | -0.13443 | Yes |
| row_11 | DHCR24 | null | null | 6380 | -1.48872 | -0.0659 | Yes |
| row_12 | LSS | null | null | 6596 | -1.74838 | -0.02563 | Yes |
| row_13 | HMGCS1 | null | null | 6719 | -1.98933 | 0.028116 | Yes |

**Suppl Table 7**: Gene set enrichment in CUSTOM_SREBP2_DSIL pathway involving *Ulk1* kd in HepG2 cells (RNA-Seq)*.*

# Supplementary material for: Loss of ULK1 Attenuates Cholesterogenic Gene Expression in Mammalian Hepatic Cells
**Source:** Front Cell Dev Biol. 2020 Sep 30;8:523550. doi: 10.3389/fcell.2020.523550
**Supplement:** Supplementary file 2

**Supplementary Figures
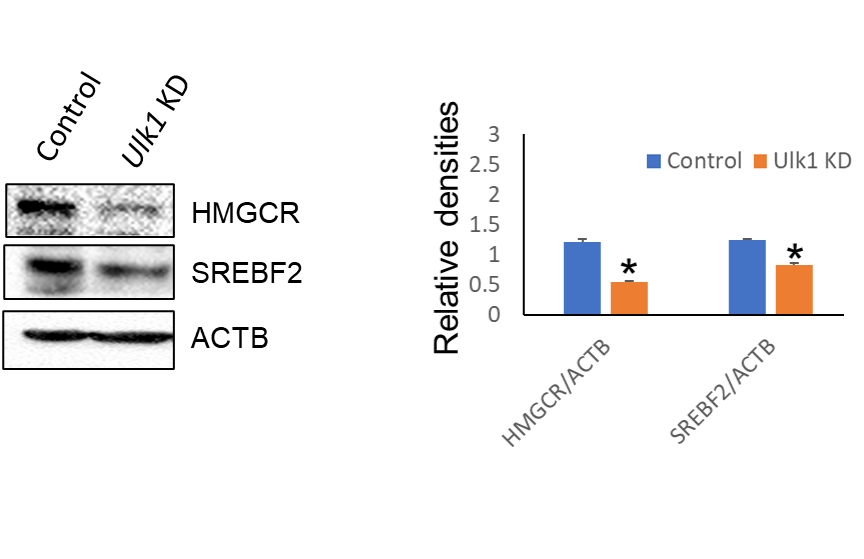
**

**Suppl Figure 1. Silencing of of ULK1 down-regulate the expression of cholesterol biogenesis proteins *in vivo*.** Representative immunoblot showing the protein levels of HMGCR and SREBP2 in mouse liver treated with ± *Ulk1* siRNA (40ug/72 h). Values are means ±SD (n=3,*p<0.05).

**
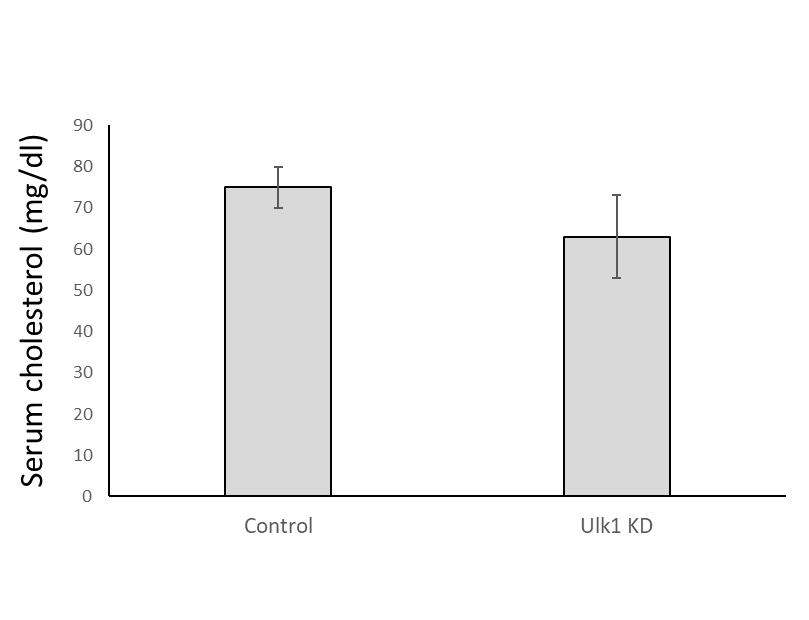
**

**Suppl Figure 2. Effect of Ulk1 silencing on systemic circulating cholesterol levels *in vivo*.** Histogram showing serum cholesterol levels in mouse liver treated with ± *Ulk1* siRNA (40ug/72 h). Values are means ±SD (n=3).

**
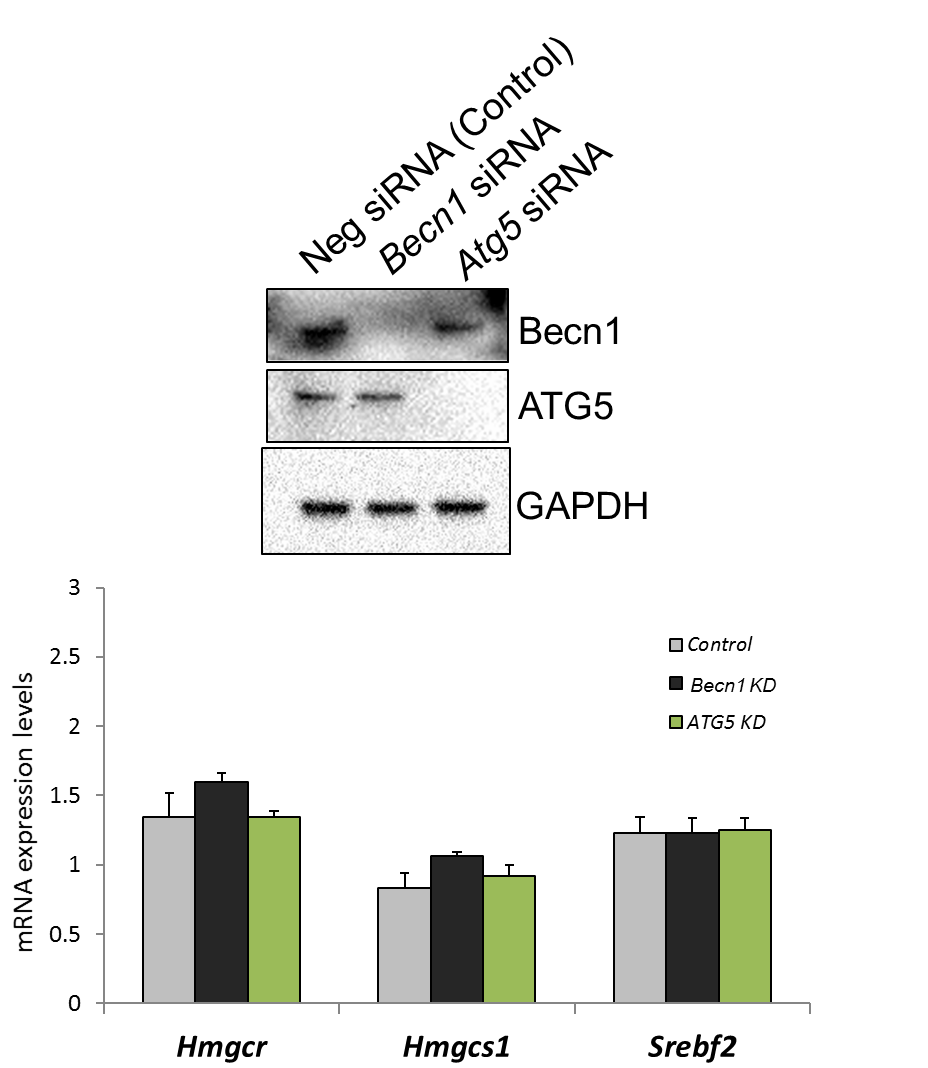
**

**Suppl Figure 3. Loss of ATG5 and Becn1 does not alter cholesterol biogenesis gene expression in AML-12 cells.** qRT-PCR validation of cholesterol biosynthesis genes enriched in the pathway analysis treated with ATG5 (ThermoFisher Scientific*,* s62452) and Becn1 (ThermoFisher Scientific, s80166) siRNA’s at a dose of 10nM for 72hrs (n=3,*p<0.05).

**
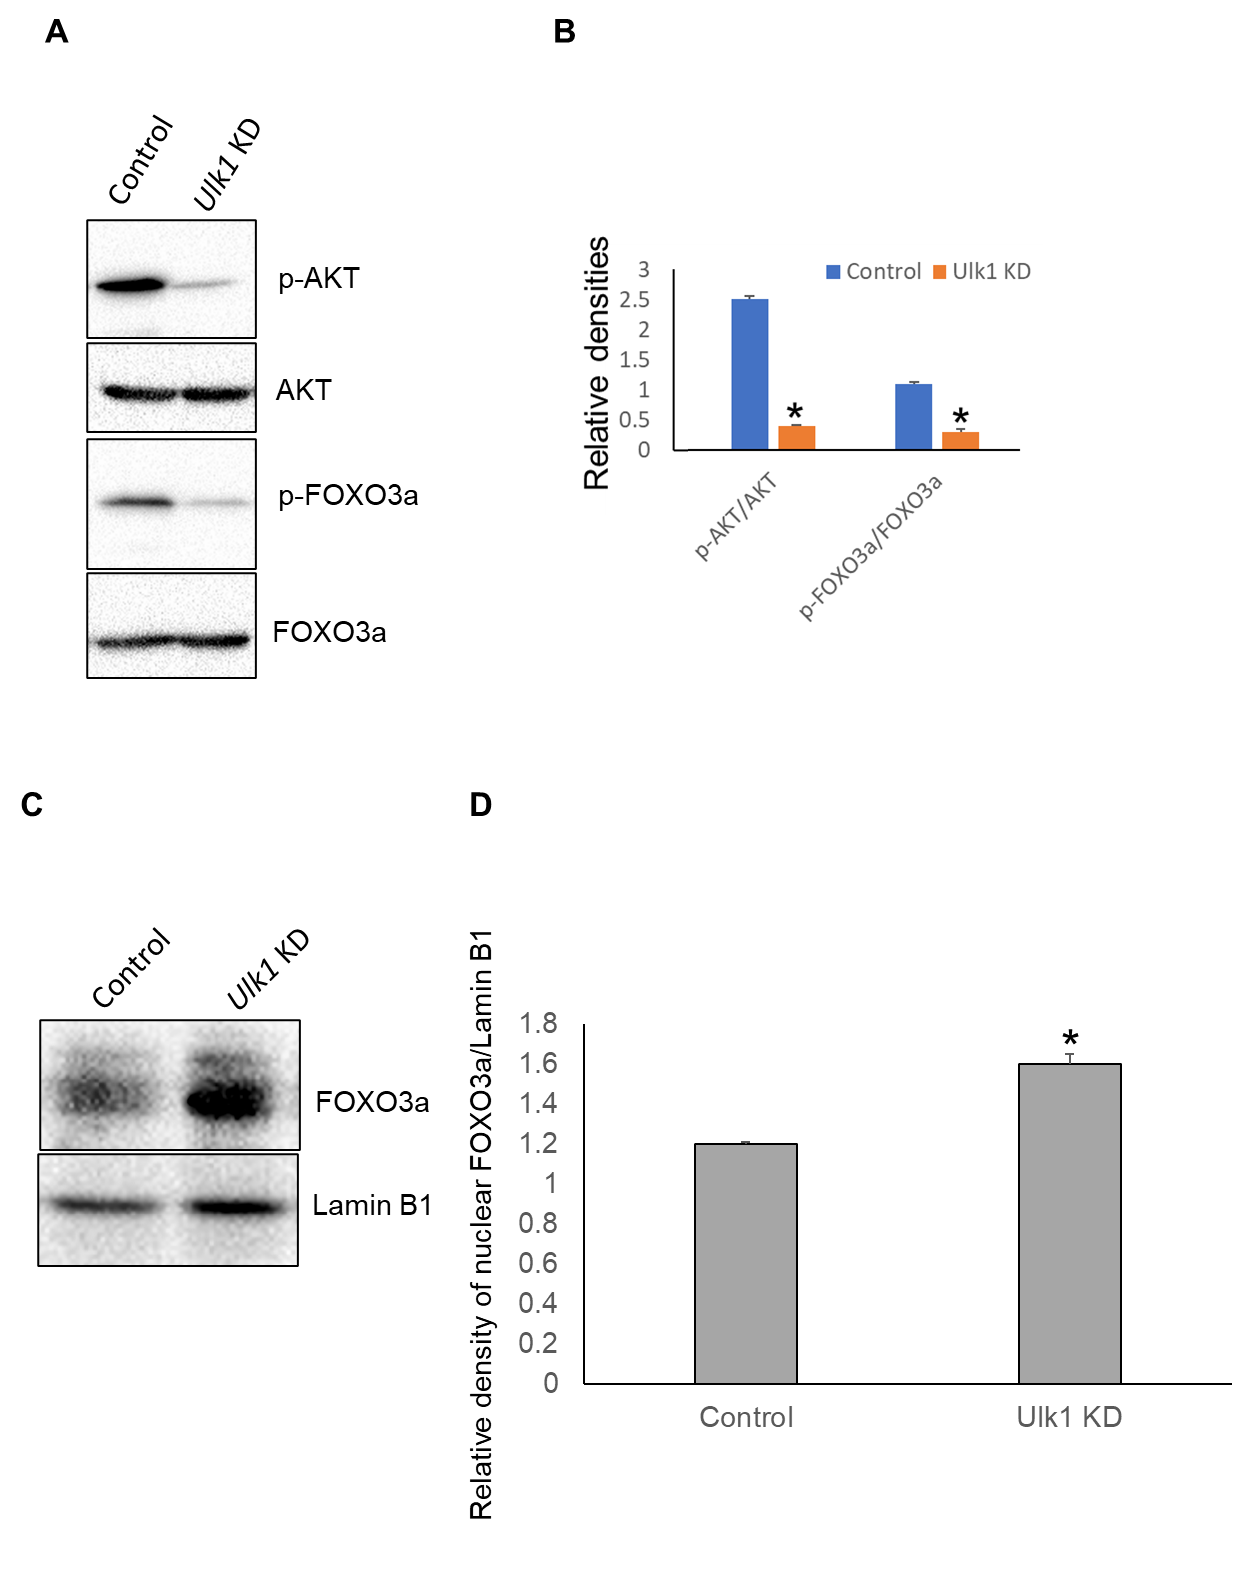
**

**Suppl Figure 4. Effect of ULK1 silencing on AKT-FOXO3a signalling. (A, B)** Representative immunoblot showing the protein levels of phospho and total AKT and FOXO3a in mouse liver treated with ± *Ulk1* siRNA (40ug/72 h). Values are means ±SD (n=3,*p<0.05). **(C, D)** Representative immunoblot and desitometric analysis showing increased levels of FOXO3a in the nuclear fraction of HepG2 cells treated with *Ulk1* siRNA at a dose of 10nM for 48hrs (n=3,*p<0.05).

How the deposited data were processed for this re-analysis (not part of the article)

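Gene expression was measured on 4 Affymetrix Mouse Gene ST arrays, 1 each for AML12 cells with control siRNA, AML12 cells with *Ulk1* siRNA, mouse liver with control siRNA and mouse liver with *Ulk1* siRNA. The methods state that arrays were run on a pool of 4 samples without saying how the pools were assigned, and 1 pool per array was assumed. The values that the authors deposited are log2 expression per probe set. The submitters' processing notes name RMA, and the paper's methods name quantile normalization and the Partek software. The deposited log2 values of the 4 arrays ranged up to 13.2 and had medians between 3.79 and 3.98 over 41345 probe sets, and they were used as deposited. Whether all 4 arrays were normalized together is not known here.

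Gene symbols came from the probe annotation of the array. Of the probe sets, 23521 carried 1 gene symbol, 1814 carried several and 16010 carried none here. The gene identifiers of 25015 probe sets were found in a RefSeq gene table of GRCm38.p6, and 0 symbols were changed by it. No genome build is named for the deposited values, so no coordinates are given. Probe sets with 1 symbol were collapsed to 22180 genes, the probe set with the highest mean over the arrays standing for a gene with several. *Ulk1* and *Srebf2* each have 1 probe set. A gene passed the level filter of a comparison when the higher of its 2 values was at or above the median of all genes on that array, which was 4.35 or 4.36 in AML12 cells and 4.41 or 4.42 in liver. Differences are *Ulk1* siRNA minus control, within AML12 cells and within liver. Since 1 array per condition leaves no replicates, no test, error or p-value between conditions is given, and the number of arrays limits the precision.

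Genes were counted as higher or lower at 1 log2 or more. The *Ulk1* and *Srebf2* differences are also given as percentiles among the 1000 genes nearest in mean level. Before the data were examined, 37 gene lists were fixed, covering cholesterol, steroid, terpenoid, triglyceride, fatty acid and bile acid synthesis, targets of transcription factors, the AKT pathway, autophagy, stress, inflammation, cell cycle, glycolysis, clock, matrix, liver zonation, markers of liver cell types and reference genes. The cholesterol set is that of the paper's tables, and its values there had been seen. Of 566 list entries, 61 were not analysed here. For lists with at least 3 genes past the filter, the median difference was set beside those of 10000 random lists of the same size, matched on mean level in 20 bins. The running-sum enrichment score (exponent 1) of the cholesterol set was normalized by the mean score of random lists of the same sign. These percentiles describe the arrays and are not p-values. A list of hypoxia targets, and the replication genes of the cell cycle list as a list of their own, were added after the results of the fixed lists had been seen.

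The genes named are, per system, the 10 largest differences in each direction past the filter, leaving out predicted genes, clones, microRNAs, small nucleolar RNAs and olfactory or vomeronasal receptors, together with the cholesterol set, the genes that the paper names, up to 4 members in each direction of each fixed list, and up to 10 genes past 1 log2 in the same direction in both systems. Examples were taken from these, and a few others were named after their values were seen, namely *Hsd17b7* and *Fasn* in AML12 cells, *Itih3* and *Lipa* in liver and *Afp*, as were the members of the added hypoxia list and the levels of stellate markers.

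Alternatives fixed beforehand were no level filter, a filter on both arrays, the mean of the probe sets of a gene, median centring, loess on mean level with a span of 0.3, quantile normalization of each pair of arrays alone, probe sets with several symbols kept, a threshold of 1.5-fold, random lists not matched on level, a cholesterol list with 4 more enzymes, an enrichment exponent of 0, and list means. The steps were tested on simulated arrays with known changes. In these, 100% of genes changed by 1.5 or 2 log2 in either direction were found past 1 log2 in both the AML12 and the liver simulation, and 0% of unchanged genes. Of genes changed by 0.5 log2, 6.06% of those raised and 0% of those lowered passed in the AML12 simulation of 11410 genes, and 3.03% and 3.13% in the liver simulation of 11460 genes. The simulated noise was set by the spread of these arrays, so the 0% of unchanged genes is not a rate of false calls between pools. Of 200 unchanged lists of 17 genes, 4.5% lay in the outer 2.5% on either side in the AML12 simulation. In the liver simulation it was 7.5%, and a list lowered by 0.5 log2 was at percentile 0 in both. The outer 2.5% were the limits for opposite directions between systems and for the alternatives. Lists that the paper does not discuss were flagged for a closer look beyond the 0.5 or 99.5 percentile.

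Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Human HepG2 cells, qRT-PCR, immunoblots and cholesterol measurements were not analysed here.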

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

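The tests of a trend with level, of growth state, of cell types and of single mice were chosen after the results were seen, and the test on hypoxia targets was set before their values were seen. The findings below lie outside the results that the paper's text discusses, or go in opposite directions in AML12 cells and liver. No difference between cells and liver was tested. The paper's introduction does name glycolysis and immune response among roles of ULK1 reported earlier.

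In AML12 cells with *Ulk1* siRNA, the cell cycle list (median log2 difference -1.24) and the glycolysis list (-0.78) lay below all matched random lists. The 41 genes of both lists had a median of -1.02. The trend of the other genes with level, at the levels of these 41, had a median of 0.019 and lay between -0.02 and 0.04. Other genes of like level thus did not share the fall. Since the random lists were matched on level, this restates the comparison with them. It is not separate support against a trend of the normalization with level. For the glycolysis list, a candidate explanation is lower activity of hypoxia-inducible factor, since 18 of its other targets had a median of -0.52 in AML12 cells, below all random lists. In liver 16 targets of the same list passed the filter, with a median of -0.03. The genes *Pdk1* and *Egln3* had -1.49 and -1.33 in AML12 cells, and were lower in liver too, at -0.44 and -0.85. A different growth state of the cultures, such as density, cannot be told apart from slower growth caused by the knockdown, because each condition is 1 pool, and the 7 replication genes (median -0.34, 0.255 percentile) are members of the cell cycle list itself and decide nothing. An effect of *Ulk1* silencing on growth stays open as untested.

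In liver, 11 hepatic stellate cell markers had a median of -0.80, below all random lists. The highest log2 signals in the control pool were those of *Dcn* at 9.38, *Col3a1* at 8.37 and *Ecm1* at 8.23. Signals of different probe sets do not rank the abundance of their RNAs. Of the 12 markers listed, 3 passed the filter in AML12 cells too, and 2 are in the matrix list. A lower share of all non-parenchymal cells would also lower endothelial and macrophage markers. Endothelial markers had a median of -0.05, with 11 of 13 below the control value, and macrophage markers 0.18, with 11 of 13 above it. Together their median was -0.014 over 26 genes, with 0 of these at or below the stellate median. This argues against a fall of all non-parenchymal cells by the size of the stellate fall. A smaller fall of endothelial cells is not excluded. Less RNA of stellate cells alone would lower every marker. Of the 11, 10 were lower, while *Acta2* was higher by 0.76, which goes against less RNA of these cells as the whole explanation unless *Acta2* rose within them or came from other cells. Lower expression within stellate cells cannot be told apart from it, and no cells were sorted. An effect of *Ulk1* silencing on these cells stays open as untested.

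The acute phase list had a median of 0.55 in liver, above all random lists, with *Saa3* the gene of the largest difference at 3.68, where AML12 cells had -1.02. The trend of the other genes with level, at the levels of these 22, had a median of -0.000911 and lay between -0.06 and 0.00348. Other genes of like level thus did not share the rise. As above, this restates the comparison with random lists matched on level. It is not separate support against a trend of the normalization with level. If 4 mice were pooled, an acute response in 1 of them cannot be told apart from one in all, since a pool holds no value per mouse; the 8 genes higher by at least 1 log2 would need to be between 8.19-fold (*Itih3*) and 48.4-fold (*Saa3*) higher in that mouse. Unequal responses to the injections and an effect of *Ulk1* silencing stay open as untested.

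Other lists outside those the paper discusses are given as values. Fatty acid synthesis genes had medians of -0.32 in AML12 cells and -0.52 in liver, below all random lists. Hepatocyte markers had 0.34 in AML12 cells, above all random lists, and were at the 92.1 percentile when both arrays had to pass the filter. The cholangiocyte marker median in AML12 cells was -0.91, at the 0.08 percentile over 3 genes and at 15.2 with no level filter. In liver, oxidative stress genes had -0.23 (0.08 percentile), matrix genes -0.24 (0.16 percentile, 3.71 with probe sets of several genes kept), pericentral genes -0.20 (0.17 percentile, 2.70 for the list mean), periportal genes 0.22 (99.98 percentile) and macrophage markers 0.18 (99.55 percentile).

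In opposite directions, p53 targets had a median of 0.29 in AML12 cells (99.97 percentile) and -0.29 in liver (0.15 percentile). Cytokine genes had -0.19 in AML12 cells (0.42 percentile, 2.89 for the list mean) and 0.24 in liver (99.65 percentile). A list of fatty acid oxidation genes and other genes linked to the receptor PPARA had 0.17 in AML12 cells (99.3 percentile). In liver it had -0.12 (1.08 percentile, 8.67 against unmatched random lists). Its members differed both ways, with 4 of 17 below the control value in AML12 cells and 7 of 21 above it in liver. Some are not oxidation enzymes, such as *Ppargc1a*, at 0.70 in AML12 cells, and *Fgf21*, at -1.85 in liver. *Afp* had a log2 difference of 1.04 in AML12 cells and -1.12 in liver, each with 1 value below the level set for the filter, as *Colec10* has in liver. The lowest and highest single genes were *Scd1* at -1.95 and *Agt* at 1.66 in AML12 cells, and *Colec10* at -2.29 and *Saa3* in liver.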

How the results depend on the processing

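All alternatives below were fixed before the data were examined, and none reversed a result that stood apart from random lists or was counted by size. Of the recomputed list medians, 456 moved by less than the spread of random lists and 50 moved by more, and of the single genes 2187 moved by less than the spread of all genes and 13 by more. Of the list percentiles, 546 stayed on their side of the limits set for random lists and 23 did not, and all 18 recomputed enrichment scores moved by less than their random spread. The cholesterol set had 8 genes lower by at least 1 log2 in every filter and scaling setting, in cells and in liver. With no level filter, the terpenoid median was -0.50 in AML12 cells and -0.63 in liver, the steroid median in liver -0.81, and the triglyceride median in liver -0.12 at percentile 2.87. Liver then had 124 higher and 153 lower genes, and the correlation between cells and liver was 0.0186; this setting adds genes of low signal, and the filter for both arrays gave 23 higher genes in liver. A threshold of 1.5-fold gave 257 higher and 406 lower genes in AML12 cells, and 352 and 437 in liver. With probe sets of several genes kept, the AML12 medians were -0.80 for terpenoid and -1.17 for cell cycle genes. With the mean of probe sets, glycolysis in AML12 cells had -0.71 and acute phase genes in liver 0.51. Quantile normalization of the pair gave -0.90 for the cholesterol set in liver, and the wider list -1.03. List means in place of medians were, in AML12 cells, -0.59 for terpenoid, -0.99 for cell cycle and -0.66 for glycolysis genes, and in liver -0.73 for terpenoid, -0.14 for triglyceride (percentile 4.20) and 1.14 for acute phase genes. Beyond the construction of each setting, the cause was not tested. Other probe sets of *Ulk1* and *Srebf2* were not run, since each has 1. Within cells or within liver no paired analysis was possible because each condition has 1 array, and a joint model of both systems was not run. Signal near background limits the genes below the filter, which are not described.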

Differences from the paper's values

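No alternative named here was chosen after the values were seen. The differences are between the arrays and the paper's qRT-PCR, which was normalized to *Gapdh*, whereas the arrays were normalized over all genes, and the paper's values are read by eye with the SD of 4 samples as their error. In AML12 cells (Fig. 1C, the first siRNA), the paper's level relative to control is about 0.41 for *Mvk*, where the array gave 0.624, about 0.25 for *Mvd*, where it gave 0.447, and about 0.24 for *Sqle*, where it gave 0.445. In liver (Fig. 2C), the paper's level is about 0.34 for *Srebf2* against 0.753 here, about 0.23 for *Mvd* against 0.447, about 0.49 for *Sqle* against 0.251, about 0.20 for *Lss* against 0.468 and about 0.23 for *Dhcr7* against 0.606. For each of these genes the difference also holds under the mean of probe sets, median centring, loess on level, quantile normalization of the pair and several-gene probe sets kept, and no alternative removes it. The direction is the same in all 9 genes measured both ways, whose array medians were -1.16 log2 in AML12 cells and -1.13 in liver. The array gave the higher level in 7 of 9 genes in each. On the arrays *Gapdh* itself had a log2 difference of -0.30 in AML12 cells and -0.15 in liver. Array levels set relative to *Gapdh* would therefore be higher. That would widen the gap where the array gave the higher level, and narrow it where the array gave the lower level, as for *Sqle* in liver.

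The paper states that triglyceride biosynthesis was among the downregulated pathways in AML12 cells. Over 15 triglyceride synthesis genes of the list fixed here, 11 were above the control value, with a median log2 difference of 0.10. The genes of the paper's pathway are not listed in its text, so it is not known how far the lists overlap. The fatty acid synthesis list had -0.32 in AML12 cells, and the triglyceride list had -0.20 in liver.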

Other observations

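No test in this part was chosen after its result was seen, and the values below are descriptions of lists fixed beforehand. The AKT-FOXO3a pathway, which the paper follows in HepG2 cells and by immunoblot in mouse liver, was also looked at in the mouse arrays. The paper's evidence is phosphorylation of AKT and FOXO3a, FOXO3a protein in the nucleus, and silencing of FOXO3a together with ULK1. RNA levels measure none of these, so the values below do not test the paper's mechanism. *Foxo3* had a log2 difference of 0.15 in AML12 cells and -0.03 in liver, the latter 0.02 after loess on level, and *Foxo1* had 0.32 and 0.39. *Akt1* had 0.11 and 0.20, and *Akt2* -0.04 and -0.06. FOXO targets had a median of 0.14 in AML12 cells, at the 97.1 percentile of matched random lists, and 0.07 in liver, at the 93.9 percentile. Members differed both ways, with *Bnip3*, a mitophagy receptor, at -1.35 in AML12 cells and *Sesn3* at 0.60, and with *Igfbp1* at -1.40 and the ubiquitin ligase *Fbxo32* at 0.73 in liver. AKT pathway genes had medians of 0.15 (97.9 percentile) in AML12 cells and -0.06 (31.4 percentile) in liver. The 34 autophagy genes past the filter had 0.04 (68.9 percentile) and -0.03 (49.9 percentile), and none differed by 1 log2 in either. *Atg5*, *Becn1* and *Atg13* had differences of -0.25, -0.04 and -0.07 in AML12 cells and of -0.07, 0.19 and -0.15 in liver. *Gapdh*, the reference of the paper's qRT-PCR, had -0.30 in AML12 cells and -0.15 in liver.

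In sterol and lipid handling, LXR targets had a median of 0.05 (65.0 percentile) in AML12 cells and -0.17 (0.53 percentile, 4.49 against unmatched random lists) in liver, where *Lpl*, the lipoprotein lipase, had -1.01. Bile acid synthesis genes had 0.07 (64.0 percentile) and -0.05 (16.4 percentile). Interferon-stimulated genes had 0.13 (92.2 percentile) and -0.17 (0.725 percentile, 7.01 when both arrays had to pass the filter), the latter with *Cmpk2* at -0.92. Unfolded protein response genes had -0.07 (6.82 percentile) and -0.06 (15.2 percentile), and clock genes -0.09 (9.46 percentile) and 0.05 (86.0 percentile). Drug metabolism genes had -0.34 in AML12 cells, over 3 genes, at percentile 1.80 and at 39.9 with no level filter, and 0.01 (64.4 percentile) in liver. For lists described above in AML12 cells, the liver values were as follows: cell cycle genes had -0.21 (0.82 percentile) and glycolysis genes -0.02 (47.5 percentile), the latter 0.03 after loess on level. For lists described above in liver, the AML12 medians were as follows: acute phase genes had -0.09 (8.81 percentile), oxidative stress genes 0.04 (59.8 percentile), matrix genes 0.07 (73.2 percentile), pericentral genes 0.03 (56.9 percentile), periportal genes 0.01 (47.9 percentile), which became -0.01 with median centring, and stellate markers 0.01 over 3 genes (51.0 percentile), which also became -0.01.

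Reference genes lay at the 26.7 percentile in AML12 cells and at 4.65 in liver. Endothelial markers in liver lay at the 35.9 percentile and hepatocyte markers at 65.2. Some cell type lists had too few genes past the filter for a median. In AML12 cells these were markers of macrophages (1 of 13 measured), neutrophils and monocytes (0 of 11), T and NK cells (2 of 11), B cells (1 of 5), endothelial cells (2 of 13) and erythroid cells (1 of 1). In liver they were markers of neutrophils and monocytes (0 of 11), T and NK cells (2 of 11), B cells (1 of 5), cholangiocytes (1 of 6) and erythroid cells (1 of 1).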
